# Myelin development in the peripheral nervous system of *Trachemys scripta*

**DOI:** 10.3389/fcell.2026.1810247

**Published:** 2026-06-18

**Authors:** Ricardo Lara-Ramírez, Nikolas Yousefi, Martin van der Plas, Mayra Sánchez-Hernández, Monserrat Suárez-García, Carolina Martínez-López, Alejandra Valdés-Aviña, Rodolfo Daniel Ávila-Avilés, Torben Ruhwedel, Wiebke Mobius, Maria Elena de Bellard

**Keywords:** MPZ, myelin, peripheral nerve, reptile, Schwann cell

## Abstract

**Introduction:**

Myelin is one of the most important features of the vertebrate nervous system, formed by glial cells. In the peripheral nervous system, Schwann cells produce myelin. While much is known about the molecules and processes involved in mammalian myelination, little is known about it in other vertebrate groups.

**Methods:**

In this study, we examined myelin development in the peripheral nerves of the turtle Trachemys scripta using qPCR, RNA sequencing, immunofluorescence, and TEM.

**Results:**

Our findings indicate that in T. scripta, myelination begins during the late stages of embryonic development and continues beyond hatching. Expression profiles reveal both conservation and divergence of core myelination components between mammals and amphibians; however, direct gene-level comparisons across species require further investigation given our small sample size

**Discussion:**

The upregulation of orthologous myelin genes in the turtle PNS supports the idea that these components are conserved, although their timing, regulation, or network structure may differ across tetrapods. We based our inference of conservation on orthology and the coordinated expression of key myelin genes (e.g., ErbB2, Mag, Mpz, Mbp, Pmp22) in T. scripta. TEM analysis of turtle sciatic nerves shows myelin rings in a few axons starting at stage 21, increasing significantly by stage 24, and becoming prominent in most axons of the adult nerve. Furthermore, antibodies against MPZ, DRP2, and Kv1.1 indicate that T. scripta adult peripheral nerves at various axial levels contain myelin segments with structures consistent with appositions and Schmidt-Lanterman incisures. Overall, this is the first study of PNS myelin development in a reptile, demonstrating that myelination is a highly conserved process in vertebrates.

## Introduction

The vertebrate peripheral nervous system includes sensory neurons and glial cells. The primary peripheral glia is the Schwann cell, which is responsible for axon survival and myelination (Brügger et al., 2023; Ceci et al., 2014; Jessen and Mirsky, 2019). Myelination is a highly advantageous adaptation that evolved at different times in various animal groups (de Bellard, 2016; Weil et al., 2018; Zalc, 2016). The first chordates to show the presence of compact myelin are gnathostomes, since no compact myelin has been detected in hagfish or lampreys (Bullock et al., 1984; Zalc, 2006).

PNS myelination involves the extensive wrapping of Schwann cell plasma membranes around an axon, excluding the cytoplasm and leaving only the plasma membrane (Castelfranco and Hartline, 2015; Garbay et al., 2000). In the vertebrate PNS, this process begins during late embryonic development when Schwann cells start expressing key myelin genes, but it mainly occurs after birth in mammals (Baron et al., 1994a; Baron et al., 1994b). Initially, Schwann cells wrap around multiple peripheral axons and then sort them until there is a one-to-one ratio between Schwann cells and axonal segments (Jessen and Mirsky, 2019; Mirsky et al., 2008). The vertebrate PNS is unique in possessing Remak bundles (Monk et al., 2015), which are groups of axons from C nociceptive fibers that remain unmyelinated and bundled by the wrapping of Schwann cells (Murinson et al., 2005). Besides this developmental peculiarity, PNS myelin consists of a specific, highly conserved set of glycoproteins that are essential for maintaining the structural stability of myelin segments, and this set is conserved across mammals (Boyle et al., 2001; Einheber et al., 1997; Eshed et al., 2005).

Interestingly, myelination has independently evolved in various metazoan lineages, including annelids, crustaceans, and all vertebrates except agnathans (Castelfranco and Hartline, 2015; Gould et al., 2008; Hartline, 2008; Hartline and Colman, 2007; Zalc, 2016). While most of our knowledge about myelin structure and development comes from studies on mammals, it remains unclear whether the key molecules involved in mammalian myelination serve similar functions in other vertebrates. Additionally, the timing of PNS myelination across vertebrate groups has not yet been established. Although the basic mechanisms and molecules involved in peripheral myelin development in reptiles are believed to be highly conserved, further research is necessary to fill species-specific gaps and to fully understand the diversity and adaptation of myelination within this vertebrate group.

Studying myelin formation and structure in reptiles can offer valuable insights into the evolution of this important vertebrate trait, since this group of animals sits between amphibians and mammals and has existed on Earth for 230 million years (Cleary et al., 2020). Because turtles are a basal sauropsid lineage with a unique evolutionary history, they serve as an ideal model for exploring the ancestral features of amniote myelination (Lee et al., 2020), thereby expanding our understanding of nervous system evolution in this group. Considering turtles’ evolutionary position, we hypothesize that their myelin will be similar to that of other land vertebrates such as mammals.

Here, we analyzed the expression of homologs of mammalian genes involved in PNS myelination in developing peripheral nerves of the turtle *Trachemys scripta*. We used qPCR, RNA sequencing, and transmission electron microscopy (TEM) to evaluate changes in myelination during embryonic development. Our qPCR results for specific genes involved at different stages of myelination indicate that myelination peaks late in the turtle’s embryonic development and concludes after hatching. Additionally, we also examined *T. scripta* peripheral nerves by TEM at various embryonic stages. We observed that myelin formation is already quite advanced in hatchlings but remains low in pre-hatching embryos, suggesting that hatching marks a stage comparable to mammalian birth in the onset of myelination. Finally, we studied the cellular structure of myelin segments in different adult *T. scripta* peripheral nerves. We found that they have unique myelin specializations, including structures consistent with Schmidt-Lanterman incisures and myelin appositions. Overall, our data expands our understanding of myelin development and structure beyond mammals and indicates shared molecular and cellular features of myelin in amniotes.

## Results

### RNA-seq in *T*. *scripta* embryos reveals differentially expressed genes related to myelination

Murine PNS myelination begins embryonically by E18, with MPZ mRNA expression increasing and peaking by P10 (Baron et al., 1994a; Baron et al., 1994b). To identify a somewhat equivalent embryonic stage in turtles, we selected an embryo that still does not look like a developed turtle (st.19) and one that already shows color and appears developed (st.21) (Supplementary Figure S1) (Noravian et al., 2025). We chose these two developmental stages, given their external morphology, to collect PNS nerves that could correspond to postnatal days 0–10 in mammals.

We started our study of PNS myelination in *T. scripta* by conducting a preliminary RNA sequencing (RNA-seq) analysis of peripheral nerves from embryos at stages 19 (N = 1) and 21 (N = 1). 

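Polyadenylated RNA of the brachial and sacral plexus was sequenced from 1 sample at st.19 and 1 sample at st.21. The authors aligned the reads as single-end files to the CAS_Tse_1.0 assembly of the *T. scripta elegans* genome and counted them per gene with featureCounts. They kept the genes with a CPM (counts scaled to the library size) of at least 1 in 2 columns. The deposited values are log2 TPM for 15289 genes, in 2 columns per stage, replicate 1 and replicate 2. TPM, a measure of transcript abundance, divides the reads of a gene by the gene's length and scales the sum over all genes to 1000000 in each column. The authors added a small prior count before taking the logarithm, and with the gene lengths in the paper's table of differentially expressed genes the values step in whole reads. For all 15289 genes exactly 1 length gave whole reads in all 4 columns, and for the 3626 genes whose length was read from that table it was the listed length. The recovered depth was 4353821 and 4241655 reads on genes in replicates 1 and 2 of st.19, and 2229177 and 2129599 reads in replicates 1 and 2 of st.21.
The reads of the 2 columns of a stage differed by less than the sampling noise for most genes. Over genes with 5 to 500 reads on average, the chi-square per gene was 0.437 between the st.19 columns (12734 genes) and 0.332 between the st.21 columns (12949 genes), where independent sampling gives 1. The 2 columns of a stage were therefore counted as 1 sample, as in the paper's N, and no difference between the stages has a replicate check. Fold changes are the mean log2 value of the 2 st.21 columns minus that of the 2 st.19 columns, over the 15100 genes with at least 1 TPM in at least 2 columns. Where a change between the replicate 1 columns is given with a 95% confidence interval, the interval comes from the reads of those columns and covers counting error only.
The TPM totals of the columns were made up differently. The rRNA gene LOC117869916, 153 nt long, on chromosome 24 from 3224411 to 3224563, held 18.9% and 44.2% of the TPM in the st.19 columns and 0.1% and 0.3% in the st.21 columns. In st.19 the median gene was 0.53 higher on the log2 scale in replicate 1 than in replicate 2, and in st.21 the median difference was 0.00. The median log2 fold change of all 15100 genes was 0.06 with the deposited scaling and −0.46, over 14245 genes, when every gene that is not protein-coding was left out of the total, a setting chosen after seeing the data. Median centring sets the change of the median gene to 0 and gives each gene's change relative to it. The settings and gene lists not marked otherwise were chosen before the data were examined.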

Although the sample size could not be statistically significant (N = 1), we found some interesting differences in gene expression between these stages. Principal Component Analysis (PCA) showed a distinct separation between st.19 and st.21, with PC1 accounting for 87.4% of the variance (Supplementary Figure S2A), indicating major transcriptional changes between these two stages. 

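In a PCA of the log2 TPM of 15100 genes, centred per gene, PC1 held 85.0% of the variance and PC2 13.1%. The PC1 scores were −54.9 and −67.7 for the 2 st.19 columns and 61.6 and 61.1 for the 2 st.21 columns. PC2 parted the 2 st.19 columns from each other, with scores of 35.7 for replicate 1 and −32.2 for replicate 2, while the st.21 columns scored 0.0 and −3.6. Scaling each gene to unit variance moved the share of PC1 most, to 59.2%, with 37.9% on PC2. After median centring, PC1 held 96.5% and PC2 2.4%. With 1 sample per stage, PC1 separates these samples and has no replicate error to be set against.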

The PCA plots further supported this distinction (Supplementary Figure S2B).

Differential expression analysis (DEG) between st.19 and st.21 identified 2,181 upregulated and 1,630 downregulated genes in st.21 compared to st.19 (see Supplemental Excel file with all the DE genes). 

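At st.21, 2605 genes had a log2 fold change above 1 and 1461 genes a log2 fold change below −1. When limma was fitted to the 4 columns as if they were separate samples, 2179 of the genes above 1 and 1155 of the genes below −1 also had an adjusted p-value under 0.01 (Benjamini-Hochberg). Since the 2 columns of a stage count as 1 sample, these calls compare the columns and not the stages. Leaving all genes that are not protein-coding out of the TPM total moved the calls most, to 1025 higher and 3477 lower genes. With the replicate number as a block, 1184 genes were called higher and 576 lower, all of them among the calls without the block. The same-numbered columns did deviate together: the difference between replicates 1 and 2 in st.19 correlated with that in st.21 across genes, with Pearson's r of 0.28 and Spearman's rho of 0.19 over all 15100 genes, and r of 0.59 and rho of 0.35 over the 6881 genes with over 400 reads in all. Genes are not independent replicates.
Of the genes in the listing of the paper's table that was used here, 1998 have a positive and 1628 a negative logFC in the paper. Among these, 1972 of the positive genes were called higher and 1054 of the negative genes were called lower. That listing lacked 182 rows of the paper's table. All 3585 genes of the listing that were also among the 15100 had the paper's direction.
The largest increases among named genes past both thresholds were in CASQ1, with a log2 fold change of 6.93, ACTA1 with 5.85, ATP2A1 with 5.75, VIL1 with 5.73 and TNNC2 with 5.56. CASQ1, on chromosome 24 from 4422177 to 4460269, went from 2.15 and 1.38 TPM in the st.19 columns to 214 and 206 TPM in the st.21 columns. VIL1 overlaps USP37 and TNNC2 overlaps SNX21 in the annotation, so reads in the overlaps could belong to either gene. The largest decreases were in TDRD5, which was at least 20.5-fold lower at st.21, FER1L6, at least 10.1-fold lower, CARTPT, at least 20.9-fold lower, MMEL1, at least 7.4-fold lower, and NHLH2, with a log2 fold change of −4.25. TDRD5, on chromosome 8 from 52122830 to 52152405, had 153 and 147 reads in the st.19 columns and 0 in both st.21 columns.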

A volcano plot (Figure 1A) highlights these differences. To further explore gene expression across samples, heatmaps were generated, with genes (rows) normalized to ensure consistent representation across samples, and clustering was applied to both genes and samples. The heatmap of DEGs (Figure 1B), based on FPKM values, shows distinct clustering patterns that reflect possible real transcriptional changes between stages and account for biological replicates within each condition.

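The distance between columns was far larger between the stages than within them. Over 15100 genes, the SD of the log2 difference between 2 columns was 0.16 within st.19 and 0.21 within st.21, and lay between 0.99 and 1.01 for the 4 pairs that cross the stages. Pearson's r across genes was 0.997 within st.19 and 0.995 within st.21, against 0.879 to 0.883 between the stages. The Euclidean distance was 69.1 within st.19, 26.0 within st.21 and 122.6 to 133.8 between the stages. The 2 columns of a stage differed by less than independent sampling gives at low and middle read numbers. For genes with 5 to 20 reads the chi-square per gene was 0.261 within st.19 and 0.226 within st.21, and for genes with 20 to 100 reads it was 0.37 and 0.253. It rose above 1 from 500 reads on, and for genes with 2000 or more reads it reached 328 within st.19, or 4.00 without the rRNA gene LOC117869916, and 2.81 within st.21. Between the stages, replicate 1 against replicate 1, it ranged from 4.6 to 2710 over the same read classes. The columns of a stage therefore give no measure of how much embryos of that stage differ.

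**Figure D1:**
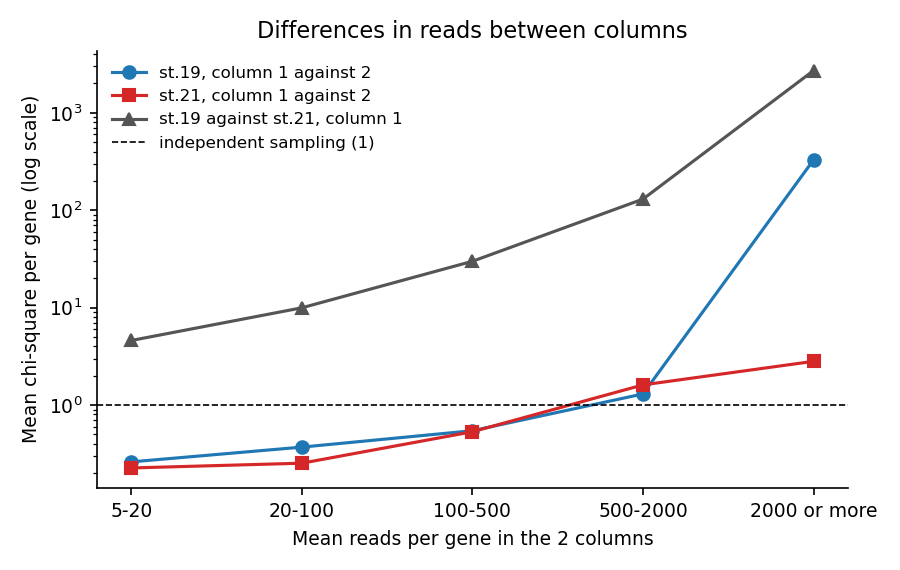
Mean chi-square per gene (vertical axis, log scale) between the reads of 2 columns, for genes grouped by their mean number of reads (horizontal axis). Points stand for the columns of st.19, the columns of st.21, and replicate 1 of st.19 against replicate 1 of st.21; the dashed line is the value 1 that independent sampling gives, and both lines within a stage lie under it below 500 reads.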

**FIGURE 1:**
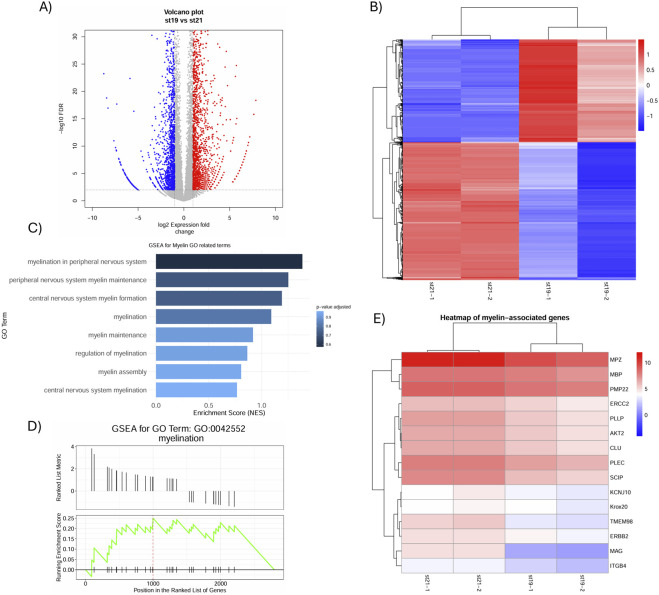
Differential expression analysis (DEG) between st.19 and st.21. **(A)** Volcano plot and **(B)** Heatmap plot of differentially expressed genes on RNA-seq on peripheral nerve tissues collected from embryos at developmental stages 19 (st.19, N = 1) and 21 (st.21, N = 1). **(C)** Gene Set Enrichment Analysis (GSEA) for myelin related gene ontologies (GO), and **(D)** GSEA analysis for myelination GO (GO:0042552). **(E)** Heatmap plot of myelin associated genes on RNA-seq on peripheral nerve tissues collected from embryos at developmental st.19 and st.21.

Since we were examining myelination development, we analyzed the expression patterns of key genes. A targeted Gene Set Enrichment Analysis (GSEA) focusing on GO terms related to myelination (Figure 1C) revealed significant enrichment, with each GO term represented by its Normalized Enrichment Score (NES) and adjusted p-value. 

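A list of 57 myelin genes was written from general knowledge of Schwann cells, as the members of the GO terms were not used here, and 47 of them were among the genes analysed. Their median log2 fold change at st.21 was 0.49, with 35 genes higher and 12 lower, and 15 genes above 1. Relative to the median of all genes the list was higher by 0.43. Among 10000 random lists of 47 genes matched on mean expression, the middle 95% of medians ran from −0.09 to 0.51, and the myelin list lay at percentile 96.7, inside these bounds. The way of matching and scaling moved this most: with random lists matched on gene length too, chosen after seeing the data, the list lay at percentile 99.7, and with quantile normalization its median was 0.29 at percentile 98.9. The median turned to −0.04, at percentile 96.6, when only protein-coding genes were counted in the TPM total. Besides MAG, the largest changes were in GJB1, with a log2 fold change of 3.11 (9.42 and 6.66 TPM in the st.19 columns, 70.6 and 66.2 TPM in the st.21 columns), and in CLDN19, with 3.04 (24.4 and 20.3 TPM, then 174 and 192 TPM). A list of 16 genes of immature Schwann cells moved the other way, with a median of −0.33 at percentile 0.61, 5 genes higher and 11 lower. In that list EDNRB fell by 1.62 and GAP43 by a log2 fold change of −1.58, while ERBB4 rose by 2.59 from 4 and 3 reads in the st.19 columns. EDNRB overlaps LOC117870873 in the annotation. Neuron genes also fell at st.21, and whether RNA from neurons contributed to the fall of the immature Schwann cell list was not tested.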

Among these, the GO term myelination showed a strong correlation with differentially expressed genes, as illustrated in the enrichment plot (Figure 1D), indicating coordinated regulation of myelination-associated pathways between st.19 and st.21. To visualize these changes better, we generated a heatmap of myelination-related genes (Figure 1E). 

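All 15 genes of the heatmap were among the genes analysed, and all 15 had a higher mean log2 TPM at st.21. Their median log2 fold change was 1.37, and 10 of them were above 1. The paper chose these genes, so their shared direction is not a test of it. POU3F1 (Scip), on chromosome 20 from 776535 to 779960, rose from 56.5 and 38.5 TPM in the st.19 columns to 178 TPM in both st.21 columns, a log2 fold change of 1.94 (1.66 between the replicate 1 columns, 95% confidence interval 1.47 to 1.86). ITGB4, on chromosome 14 from 19987008 to 20043423, rose from 6.53 and 4.55 TPM to 12.9 and 12.0 TPM, a log2 fold change of 1.19 (0.98 between the replicate 1 columns, interval 0.62 to 1.38). EGR2 (Krox20), on chromosome 7 from 79065896 to 79068251, changed least, from 15.6 and 10.9 TPM to 17.8 and 18.5 TPM. The change of EGR2 between the replicate 1 columns was 0.20, with an interval from −0.51 to 0.91 that included 0. Between the replicate 2 columns it was 0.77, and no interval was computed. The log2 fold change of 0.48 was thus not established as a difference, and it turned to −0.04 with only protein-coding genes in the TPM total. For KCNJ10, with a log2 fold change of 0.74, the interval of −0.37 to 1.14 around the replicate 1 change also included 0. The log2 fold changes of TMEM98, PLLP, CLU, PLEC and AKT2 were 2.19, 1.57, 1.44, 1.38 and 1.37, and that of ERCC2 was 0.95. CLU overlaps LOC117875448 in the annotation.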

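MAG, on chromosome 24 from 852291 to 873951, rose from 2.62 and 1.89 TPM in the 2 st.19 columns to 30.9 and 30.5 TPM in the 2 st.21 columns, a log2 fold change of 3.79 (3.56 between the replicate 1 columns, 95% confidence interval 3.08 to 4.42). ERBB2, on chromosome 23 from 12994571 to 13035338, rose from 18.0 and 12.3 TPM to 33.9 and 33.2 TPM, a log2 fold change of 1.17 (0.91 between the replicate 1 columns, interval 0.62 to 1.22). The changes of PMP22 and MBP were smaller. PMP22, on chromosome 14 from 13678205 to 13709487, went from 325 and 227 TPM to 457 and 455 TPM, a log2 fold change of 0.75 (0.49 between the replicate 1 columns, interval 0.38 to 0.61). MBP, on chromosome 2 from 183793663 to 183980164, went from 224 and 159 TPM to 286 and 290 TPM, a log2 fold change of 0.61 (0.35 between the replicate 1 columns, interval 0.21 to 0.49). These 4 genes stayed higher at st.21 under every scaling tried, but MBP came to 0.09 with quantile normalization and 0.08 with only protein-coding genes in the total, and PMP22 to 0.21 and 0.22. Relative to the median gene, the log2 fold changes were 3.72 for MAG, 1.11 for ERBB2, 0.68 for PMP22 and 0.55 for MBP.

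**Figure D2:**
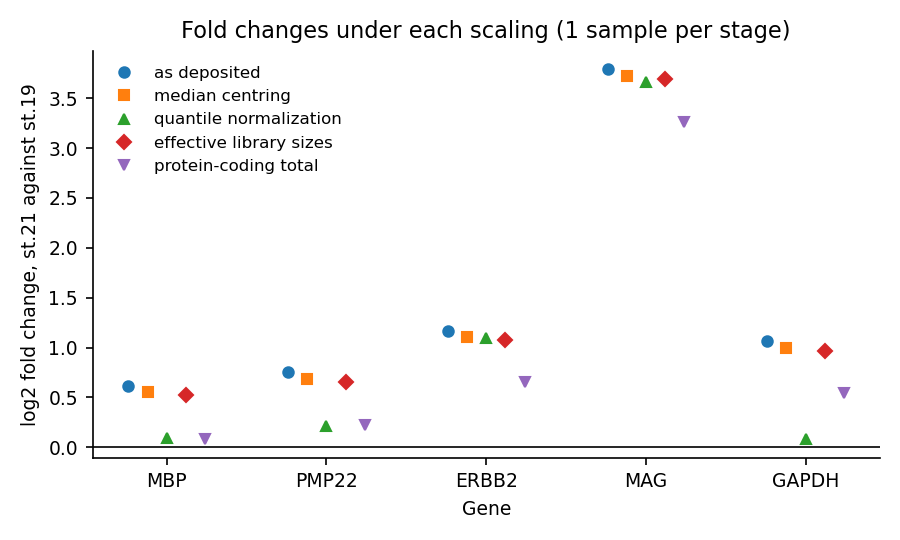
log2 fold change at st.21 against st.19 (vertical axis) of MBP, PMP22, ERBB2, MAG and GAPDH (horizontal axis), with 1 sample per stage. Each symbol is one way of scaling the columns: as deposited, median centring, quantile normalization, the authors' effective library sizes, and a TPM total of protein-coding genes only. MAG stays above 3 under all of them, and MBP lies between 0.08 and 0.61.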

The heatmap highlights a general increase in MPZ, MBP, PMP22, ERBB2, and MAG at st.21 compared to st.19. The small size of the nerve samples made dissection difficult, which could have led to contamination from surrounding tissues and potentially affected the gene expression results.

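Lists of marker genes for tissues around the nerve, written from general knowledge, were set against 10000 random lists of the same size matched on mean expression. The 29 skeletal muscle genes had a median log2 fold change of 3.65 at st.21, above every random list; all 29 were higher and 27 were above 1. The 10 immune cell genes had a median of 2.17 and the 22 genes of fibroblasts and perineurium a median of 1.48, both above every random list. The median was 1.02 for 14 endothelial genes (percentile 99.99), 1.48 for 6 epidermal genes (percentile 99.1) and 1.07 for 6 melanocyte genes (percentile 98.7). With log2(TPM + 1), the epidermal list (percentile 96.9) and the melanocyte list (percentile 96.5) came inside the bounds that hold the middle 95% of random medians. The 8 erythroid genes, with a median of 0.84, lay at percentile 96.7, and the 19 cartilage and bone genes, with 0.38, at percentile 76.5. Quantile normalization moved the skeletal muscle median to 3.46 and the protein-coding total to 3.13. In the fibroblast and perineurium list DPT, COL3A1 and COL1A1 rose most, with log2 fold changes of 3.31, 2.73 and 2.60. COL1A1 had 2760 and 1850 TPM in the st.19 columns and 13900 and 13500 TPM in the st.21 columns. CD74 and MPEG1 of the immune list rose by 2.90 and 2.75, MPEG1 from 5 reads in each st.19 column, and DPT overlaps LOC117887270 in the annotation. These medians describe the 2 samples sequenced and do not measure how much of each tissue was present.

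**Figure D3:**
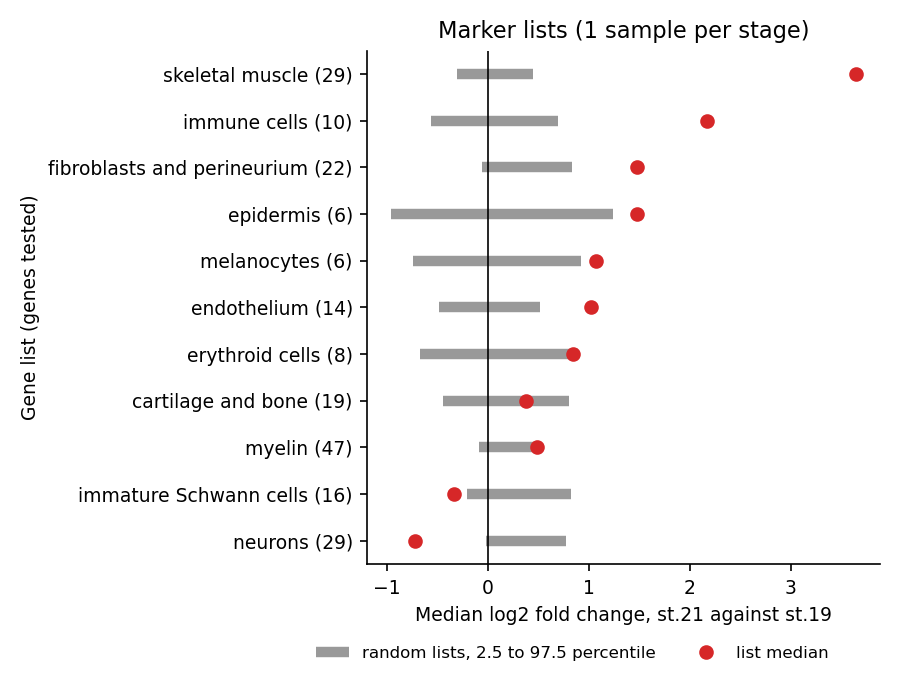
Median log2 fold change at st.21 against st.19 (horizontal axis) of each list of marker genes (vertical axis, number of genes analysed in brackets), as points, with 1 sample per stage. Grey bars span the middle 95% of the medians of 10000 random lists of the same size matched on mean expression; the skeletal muscle point, at 3.65, lies farthest from its bar, and the neuron point, at −0.72, lies to the left of its bar.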

Gene Ontology (GO) analysis was performed separately for upregulated and downregulated genes to better understand the functional implications of these changes in gene expression. 

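Families of genes for protein synthesis and energy metabolism did not move as one at st.21. The 68 ribosomal protein genes had a median log2 fold change of 1.08, with 66 genes higher, above every one of 10000 random lists matched on mean expression. With random lists matched on gene length as well they lay at percentile 99.0, and with quantile normalization their median was 0.18 at percentile 94.8, inside the bounds that hold the middle 95%. The list of 60 genes named for translation initiation and elongation factors had a median of 0.08 at percentile 8.65, with 35 genes higher and 25 lower. It also holds the methyltransferase gene EEF1AKMT4, which changed most. The median turned to −0.15 with quantile normalization, −0.45 with the protein-coding total and −0.01 with the authors' effective library sizes. The 30 aminoacyl-tRNA synthetase genes had a median of 0.11 at percentile 52.2, which turned to −0.18 and −0.42 under quantile normalization and the protein-coding total. The 50 nuclear genes of oxidative phosphorylation had a median of 0.59 at percentile 83.8. The 13 mitochondrially encoded genes had a median of 1.23 at percentile 98.5, and came inside the bounds with quantile normalization (0.08, percentile 59.7) and with length-matched lists (percentile 95.8). ND3 rose most of these, by a log2 fold change of 1.93, followed by ATP8 and COX3 with 1.54 each; the latter genes both overlap ATP6. The members of the GO terms were not used here, so these families stand in for parts of them.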

The analysis revealed that genes upregulated in st.21 were significantly enriched in biological processes related to biosynthesis and metabolism, including cellular biosynthetic processes, protein metabolism, and organonitrogen compound metabolism. Additionally, enrichment in developmental pathways, such as anatomical structure development, multicellular organism development, and cell differentiation, suggests increased cellular specialization and tissue organization at this stage (Supplementary Figure S3A). Conversely, genes downregulated in st.21 were mostly associated with cellular component organization and biogenesis, nervous system development, and neurogenesis. 

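Among families of genes for tissue structure and growth, the 39 collagen genes had a median log2 fold change of 1.03 at st.21, with 35 genes higher and 20 above 1, above every random list matched on mean expression. Their median was 0.61 with quantile normalization and 0.51 with the protein-coding total. The 23 genes of proliferating cells had a median of 0.65 at percentile 98.8, with 21 genes higher. UBE2C rose most of these, with a log2 fold change of 2.55, followed by MCM5 with 1.59 and PLK1 with 1.55; UBE2C overlaps LOC117886304 in the annotation. Of the cartilage and bone genes, 15 were higher and 4 lower. IBSP was at least 12.2-fold higher, with 0 reads in both st.19 columns and 15 reads in each st.21 column, and COL2A1 rose by 1.97 on the log2 scale, from 1580 and 1080 TPM to 5130 and 5070 TPM. EGFL7 and ESAM, of the endothelial list, rose by 1.96 and 1.85.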

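The 29 neuron genes had a median log2 fold change of −0.72 at st.21, with 5 genes higher and 24 lower, below every one of the 10000 matched random lists. The median stayed negative under each scaling, at −0.99 with quantile normalization and −1.24 with the protein-coding total. GRIA2 fell from 74.6 and 53.2 TPM in the st.19 columns to 14.2 and 15.2 TPM in the st.21 columns, a log2 fold change of −2.10. SYT4 fell from 371 and 269 TPM to 76.3 and 72.1 TPM, a log2 fold change of −2.09, and SYT1 fell by 1.57; SYT1 overlaps LOC117878094 in the annotation. The 64 genes of the axon guidance list (semaphorins, plexins, slits, ephrins, netrins and their receptors, and also contactins such as CNTN5 and CNTN6) did not share this direction. Their median was 0.18 at percentile 82.4, with 36 genes higher and 28 lower, and it turned to −0.35 with the protein-coding total. With random lists matched on gene length as well they lay at percentile 97.39, just inside the bounds.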

The downregulation of microtubule-based movement, cilium organization, and growth regulation indicates decreased cytoskeletal dynamics and cellular extensions, reflecting a shift toward cellular stabilization and functional maturation (Supplementary Figure S3B). 

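The 30 genes of microtubule-associated proteins had a median log2 fold change of −0.61 at st.21, with 24 genes lower, below every random list, and also below every random list matched on gene length as well. The neuron list fell too, with a median of −0.72. A smaller share of RNA from neurons at st.21 was not ruled out as a source of both falls. The 36 kinesin genes had a median of −0.26 at percentile 2.72, at the bound of 2.5: leaving mitochondrially encoded genes out of the total put them at percentile 2.29, past the bound, and matching on gene length put them at 7.94, inside it. Across all genes the log2 fold change fell with gene length, with Spearman's rho of −0.19 across 15100 genes. The 15 axonemal dynein genes had a median of −0.49 at percentile 11.6, which turned to 0.53 when at least 5 TPM in 2 columns was required. The 33 cilia and flagella associated genes had a median of −0.29 at percentile 9.92, with 21 genes lower. The 25 genes of intraflagellar transport and the BBSome had a median of 0.04 at percentile 64.8, which turned to −0.02 with median centring and −0.49 with the protein-coding total. The tubulin list of 12 genes, which includes TUBGCP5 of the gamma-tubulin complex, had a median of 0.56 at percentile 89.0. From the GO terms of the genes lower at st.21, the paper reads a decrease in cytoskeletal dynamics and cellular extensions. It takes this as a shift toward stabilization and functional maturation of cells, and its summary speaks only of a possible transition.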

Overall, these findings suggest that increased biosynthetic and developmental activities characterize st.21. At the same time, processes related to structural reorganization and neural differentiation are relatively downregulated, possibly indicating a transition in cellular function and energy utilization.

### Expression of myelin-related genes in *Trachemys scripta* peripheral nerves suggests early and late phases of myelination

After identifying key myelin genes from our st.19 and st.21 transcriptome data, we expanded the developmental range to stages 12–25 in *T. scripta* embryos to analyze myelin gene expression by qPCR. Our phylogenetic analyses showed that *T. scripta* possesses orthologs of *ErbB2*, *Itgb*, *Krox20*, *Scip/Oct-6*, *Mag*, *Mbp*, *Mpz*, and *Pmp* (Supplementary Figures S4–S11).

Here, we examined the expression of these genes in the combined sciatic and brachial nerves of developing turtle embryos (Figure 2). These developmental stages cover the formation of spinal nerves (st.12) through the hatching phase (st.25) (Cordero and Janzen, 2014) with a sample size ranging from N = 1 to N = 5 for each stage (Supplementary Table S2). However, some of the st.22-23 samples for *Krox20* and *erbB2* were excluded from the analysis due to low qPCR yields. Expression levels of myelin genes were normalized to *GADPH* and shown as delta CT values, following the standard qPCR graphing method outlined by Livak (Livak and Schmittgen, 2001). Examination of the *ErbB2* receptor and *Itgb4*, well-known receptors involved in peripheral nervous system myelination (Van der Zee et al., 2008), revealed increased expression during stages 20–21 and 25, compared to lower levels during stages 12–19 and 22–23 (Figures 2A,B). Similarly, *Krox20*, a transcription factor involved in the early phases of myelination (Decker et al., 2006; Ghislain et al., 2003), showed a comparable expression pattern to *ErbB2* and *Itgb4* (Figure 2C). Expression of *Scip*, another key transcription factor crucial in the transition from pre-myelinating to myelinating Schwann cells (Lemke et al., 1991; Monuki et al., 1990), was lower during stages 12–19 and peaked at st.25, reaching approximately 49 times higher than the basal level at st.12 (Figure 2D). All these differences were statistically significant. Overall, these results suggest that the initial stages of Schwann cell differentiation into myelinating glia in *T. scripta* peripheral nerves begin at st.20, and the bimodal gene expression profile indicates two waves of gene activity.

**FIGURE 2:**
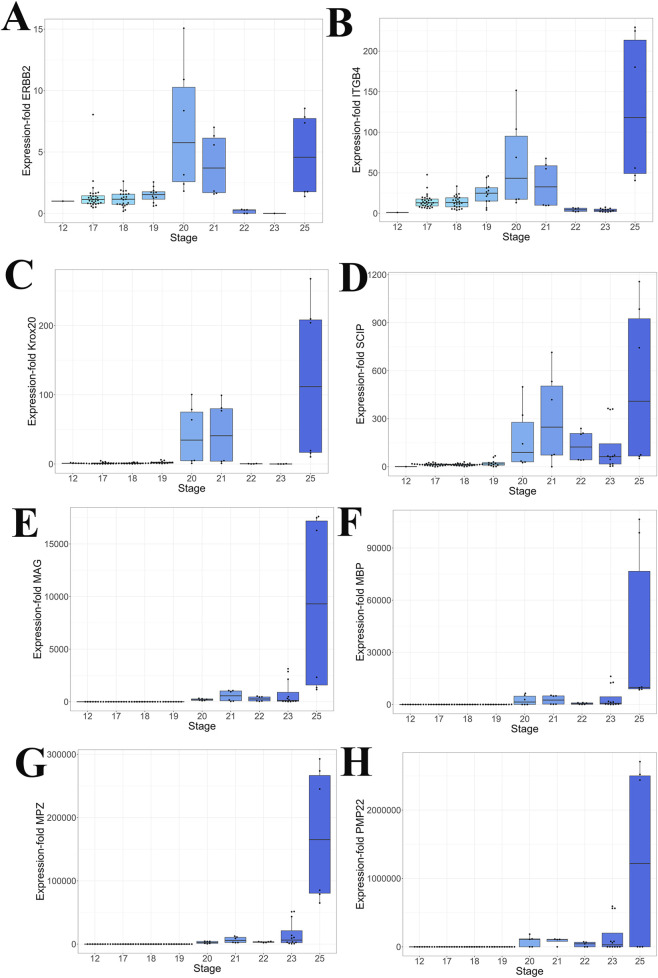
Relative expression levels of myelin genes in *T. scripta* peripheral nerves across development. Expression fold changes of myelination marker genes from qPCR experiments are shown for each developmental stage in samples with two or more biological replicates. The graphs show the expression fold of each of the following markers: **(A)** *ErbB2*, **(B)** *Itgb4*, **(C)** *Krox20*, **(D)** *Scip*, **(E)** *Mag*, **(F)** *Mbp*, **(G)** *Mpz*, **(H)** *Pmp22*. The level of expression of each marker at each stage is relative to the base expression (stage 12). Only samples with two or more biological replicates are shown in these graphs. Expression-fold change was calculated using the Livak method/delta-delta Ct method (2^(-ΔΔCt)^). Gene organization, calculations for ΔCt, ΔΔCt, and the Livak method, and statistical analyses were performed in Microsoft Excel. Graphing was done using RStudio. Statistics: Data were log-transformed, and normality was checked using the Shapiro-Wilk test. An ANOVA was used for parametric data, with a Tukey test applied if p < 0.05. A Kruskal–Wallis test was used for non-parametric data, with pairwise Wilcoxon tests if p<*p < 0.05, **p < 0.01, ***p < 0.001. See Supplementary Table S2 for sample sizes for each stage, ranging from N = 1 to N = 5.

We also analyzed the expression of key myelin genes by qPCR. The expression patterns of *Mag, Mpz, Mbp, and Pmp22* in turtle embryos were similar and, unlike those of genes involved in myelin initiation in mammals, they showed a single expression peak at st.25. These genes displayed minimal expression during stages 12–19 and low expression at stages 20–23 (Figures 2E–H). However, their expression increased notably by st.25 (∼5,000- and 200,000-fold higher than basal expression). These results suggest that the first steps in myelination begin quite early, at stages 20–23 in peripheral nerves of *T. scripta*, while the structural proteins necessary for compact myelin begin to peak by stage 25.

### Ultrastructure of turtle peripheral nerves during development

Because our combined RNA sequencing and qPCR data showed that *T. scripta*’s myelin genes peak at stage 25, and because immunofluorescence staining for MPZ and MBP is absent during nerve development across hatching (see below), we dissected nerves (brachial and sciatic plexuses) from embryos between st.21 (N = 1 per stage) and one adult for transmission electron microscopy (TEM) to examine compact myelin (Figure 3). TEM analysis of turtle nerve embryos confirmed that by st.21, most nerves lack compact myelin, except for one nerve showing signs of the myelination process (arrows in Figures 3A,B). However, by st.24/hatchling phase, most nerves contain significantly more myelinated axons, although the myelin rings remain thin, indicating ongoing myelination (arrows in Figures 3C,D). The myelin thickness appears similar regardless of axon size, suggesting incomplete myelination in turtle nerves at hatching. TEM sections of adult *T. scripta* nerves revealed thicker compact myelin rings around large-caliber axons and thinner myelin around narrower axons (black arrows in Figures 3E,F), as well as Remak bundles consisting of unmyelinated small nerves, likely C-fibers. These bundles are enveloped by non-myelinating Schwann cells, resembling what is seen in mammalian nerves (white arrow in Figure 3F). Because of the small sample size, the above ultrastructural assessments are qualitative. We can only state that myelination in turtle peripheral nerves begins before hatching but remains incomplete until adulthood.

**FIGURE 3:**
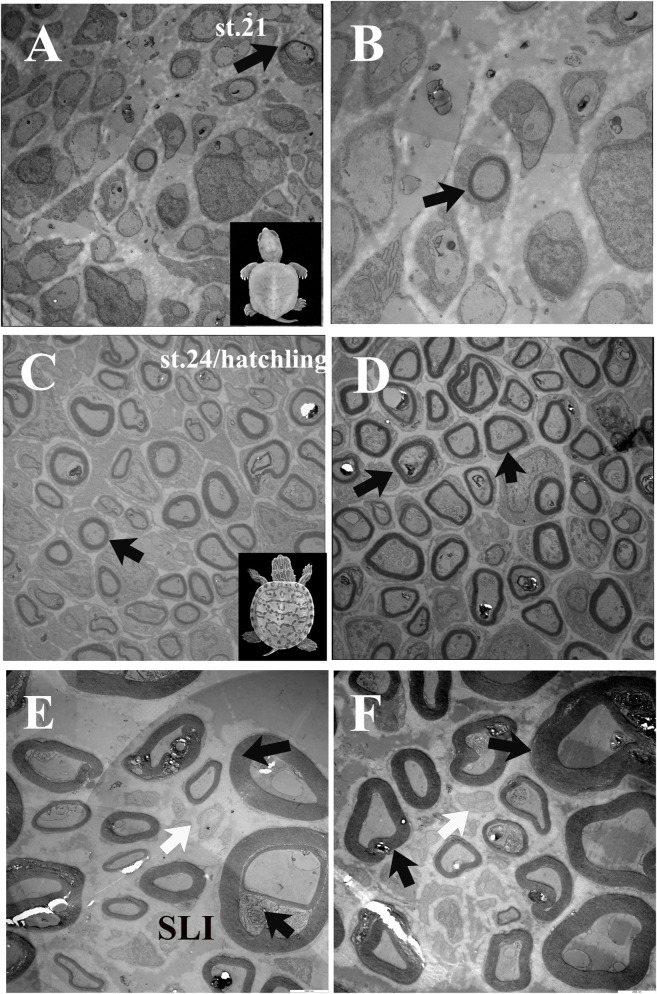
Transmission electron microscopy of *T. scripta* peripheral nerves during development. Sections of the sciatic nerves at different developmental stages. **(A,B)** St.21 nerves present scant myelin rings. **(C,D)** St.24/hatchling nerves contain considerably more myelinated axons, although myelin rings are still thin. **(E,F)** Adult nerves contain several well-myelinated axons, with thick myelin rings. White arrows in **(E,F)** show Remak bundles. Black arrows in **(E,F)** show thick myelin segments. Photographs of embryonic specimens are shown in the insets.

### *T*. *scripta* adult nerves possess myelin specializations like those of mammals

To determine whether the qPCR data showing increased *Mpz* and *Mbp* could be confirmed by immunostaining, we next examined various st.21–24 peripheral nerves. However, we did not observe any positive staining for MPZ or MBP in st.21 or st. 24 nerves (Supplementary Figure S12). We then co-stained adult nerves with antibodies against MPZ and HNK1 (Figures 4A,B), a marker known for its expression in myelin (Martini et al., 1994; Pedraza et al., 1995). We observed robust staining with MPZ along nerves, while HNK1 labeled distinct regions within myelin segments that resembled Schmidt-Lanterman incisures (white arrows in Figure 4A) (Martini and Schachner, 1986).

**FIGURE 4:**
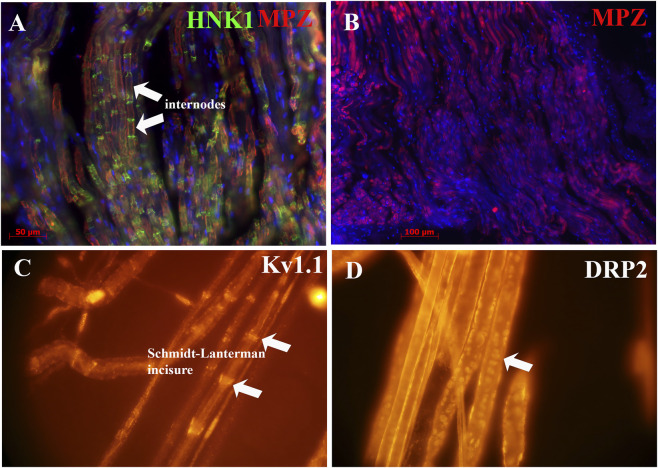
Immunostaining of peripheral nerves in *T. scripta* adults. **(A,B)** Sections of the sciatic nerve stained with antibodies against MPZ highlight myelin internodes. Antibodies against HNK-1 carbohydrates reveal the presence of structures similar to Schmidt-Lanterman incisures (arrows in A). **(C)** Staining for the potassium channel Kv1.1 in the cervical nerve reveals its presence in structures consistent with Schmidt-Lanterman incisures (arrows). **(D)** Appositions in the cervical nerve are visualized with antibodies against DRP2 as small patches of staining distributed irregularly along myelin internodes.

To further identify myelin specialization in different *T*. *scripta* adult peripheral nerves, we examined the expression of MPZ to highlight internodes (Supplementary Figures S13,A,D,G,J,M) and of the potassium channel Kv1.1, known to be present in juxtaparanodes, Schmidt-Lanterman incisures, and the inner mesaxon (Arroyo et al., 1999). Our analysis showed Kv1.1 staining in regions with a trapezoidal shape and regular spacing, similar to the pattern observed in Schmidt-Lanterman incisures (Figure 4C; Supplementary Figures S13C,F,I,L,O). The Kv1.1 expression pattern closely resembled that of HNK1 (Figure 4A). In mammals, peripheral myelin features Cajal bands and appositions at the outer myelin layer. DRP2 is a protein involved in adhesion at these appositions (Sherman et al., 2001; Sherman et al., 2012). Using antibodies against human DRP2 in *T. scripta* adult peripheral nerves, our immunofluorescence experiments revealed patches of staining on the outer surface of myelin segments across all nerves examined, resembling patterns seen in mammalian myelin appositions (Figure 4D; Supplementary Figures S13B,E,H,K,N). Notably, the shape and distribution of these appositions varied among turtle nerves, with thoracic nerves showing the sparest pattern. These results suggest the presence of myelin structures consistent with specializations corresponding to appositions and Schmidt-Lanterman incisures described in mammals.

## Discussion

We provide the first detailed description of PNS myelination in the turtle *T. scripta*. Our findings indicate that PNS myelination begins *in ovo* and continues after hatching. This includes the first RNA sequencing data from *T. scripta* peripheral nerves. From a morphological point of view, structures consistent with Schmidt-Lanterman incisures and appositions were observed in adult *T. scripta* myelin segments, structures previously known mainly from mammals. Together, our results show that turtle myelin shares both conserved and unique features compared to mammalian myelin.

### Myelination in *T. scripta* likely begins around stages 19–21 and is transcriptionally prominent by stage 25; structural maturation continues post-hatching

MPZ mRNA and protein expression in rat peripheral nerves begins prenatally (around embryonic day 18) and rises sharply during the early postnatal period, coinciding with the onset and progression of myelination (Baron et al., 1994a; Baron et al., 1994b). However, there is no presence of compact myelinated nerves in the embryonic mammalian PNS (Capodivento et al., 2024; Stassart et al., 2013). Our findings show that in *T. scripta* PNS nerves, MPZ and other myelin genes are highly expressed, and we also observed compact myelin in some embryonic nerves (Figures 2, 3).

Our limited transcriptomic data on myelin development in *T*. *scripta* showed a shift of key myelin genes between st.19 and 21. Differential expression of myelination-related GO terms (Figures 1C,D), and peak expression of compact myelin genes at st.25 (Figures 2E–H) converge with TEM evidence (Figure 3) to strengthen the case for a conserved process of myelination in *T. scripta*.

Studies in other reptiles also show when myelination begins. In the lizard *Eumeces fasciatus*, myelination in the CNS starts before hatching, with strong PLP expression (Nadon and Duncan, 1995). Myelin rings were observed in TEM sections of the dorsal funiculus of the cervical spinal cord since E21 of *E*. *fasciatus* development up into adulthood. Although the authors did not inspect the PNS, the general trend of myelin formation is similar to that observed in *T. scripta* peripheral nerves, with myelination starting *in ovo* and detectable by gene expression and myelin sheath identification. Together, these data indicate that, in reptiles, myelin formation starts during *in ovo* embryonic stages, and progresses after hatching, in contrast to mammals, whose PNS myelination is mostly postnatal (Fraher, 1976; Zeiss, 2021). However, although adulthood was used as a clear benchmark for fully mature myelin ultrastructure in this species, we acknowledge a limitation: intermediate juvenile time points were not examined, preventing a precise determination of when myelination reaches adult-like completeness.

### Adult *Trachemys scripta* peripheral nerve myelin is very similar to that of mammals

In our immunofluorescence data, we observed that DRP2 and Kv1.1 proteins in *T*. *scripta* peripheral nerves matched canonical mammalian distributions (Sherman et al., 2001; Sherman et al., 2012). All five turtle peripheral nerves studied showed compact myelin (marked by MPZ) and myelin appositions (marked by DRP2). To our knowledge, myelin appositions have been described only in mammals, and our results constitute the first report of these myelin specializations outside mammals. The presence of DRP2 in turtles’ myelinated nerves suggests a similar adhesion system at myelin appositions.

Our findings on the distribution patterns of Kv1.1 and HNK1, which likely highlight the presence, distribution, and shape of what appear to be Schmidt-Lanterman incisures in turtle PNS myelin segments, suggest a conserved function akin to their mammalian counterparts. Similar incisures have also been reported in axolotl (Uckermann et al., 2019) and chicken (Tetzlaff, 1982), indicating that they are a conserved feature in tetrapod PNS myelin. Thus, adult turtle PNS myelin segments display DRP2, Kv1.1, and HNK1 patterns consistent with appositions and Schmidt-Lanterman incisures similar to those in mammals (Arroyo et al., 1999).

## Conclusion

Based on pooled brachial and sciatic nerve qPCR and sciatic nerve immunostaining, *T*. *scripta* myelination likely begins around stages 19–20. Our data indicate that turtles express orthologs of canonical mammalian PNS myelin genes (e.g., *ErbB2, Mag, Mpz, Mbp, and Pmp22*) during development, consistent with Schwann cell–mediated PNS myelination. These expression profiles highlight the conservation and divergence of core myelination components across mammals and reptiles. Comparative transcriptomics and protein localization in adults support conservation of myelination genes in turtles, although functional requirements were not tested here. Based on gene expression levels and TEM observations, the myelination process begins *in ovo* and continues after hatching. Adult turtle PNS myelin segments exhibit patterns consistent with appositions and Schmidt-Lanterman incisures, similar to mammals.

## Methods

### Animal collection and nerve tissues

Adult female specimens of *Trachemys scripta* were collected from the CSUN campus terrain. They were taken to the animal care facility, where they were injected with 1 mL of oxytocin (Kawazu et al., 2014) to induce oviposition, and then returned to the local pond. The collected eggs were placed in a container with 20 g of vermiculite and 20 mL of water, thoroughly mixed, and sealed with a lid to prevent evaporation. Each container only held eggs from a single batch and was labeled with the oviposition date. The containers were kept in an incubator at 28 °C. The lids were opened weekly to refresh the air in the container and inspect the eggs. Moldy eggs were removed and discarded. The developmental stage of the embryos was determined following Greenbaum’s protocol (Greenbaum, 2002). Embryos at different developmental stages were collected.

A total of 31 specimens of *T. scripta* were euthanized according to the CSUN IACUC-approved Animal Protocol. Thirty collected specimens were embryos, ranging from stage 12 (st.12) to st.26, and one specimen was sacrificed 4 days post-hatching. The developmental stage of each embryo was determined using literature (Cordero and Janzen, 2014). Parts of the brachial and sacral plexus (nerves) were collected since individual nerves were too small to provide enough RNA. Half of the collected tissue from each specimen was stored in 4% paraformaldehyde (PFA) at 4 °C and half in RNA-later at −20 °C.

### RNA extraction and cDNA synthesis

Total RNA was extracted from embryonic tissues stored in RNA-later using the Thermo Genejet RNA Purification Kit. RNA concentrations from *T. scripta* limb samples, nerve samples, and whole embryos ranged from 6.4 to 58.1 ng/μL, 0–16.9 ng/μL, and 15.6–17.8 ng/μL, respectively. The RNA concentration was measured using the Thermo Scientific NanoDrop 2000. A fraction of the total RNA was reverse transcribed into cDNA using the Thermo SuperScript VILO cDNA Synthesis Kit following the manufacturer’s instructions and stored at −20 °C.

### RNA sequencing and data analysis

High-quality samples, selected based on quality control (QC) assessments, were sequenced at Arraystar (Rockville, MD, United States). In addition, a batch of peripheral nerve tissue from *Trachemys scripta* was prepared for RNA sequencing at CSUN using the Illumina TruSeq Stranded mRNA LT Sample Prep Kit. The integrity of the RNA was confirmed by running the products on a 2% TBE agarose gel, and DNA concentrations were quantified using a Thermo Fisher Qubit 2.0 fluorometer to assess the success of the preparation. The generated cDNA libraries were also used for subsequent qPCR analysis. Genome and annotation files for *T. scripta* used in the RNA-sequencing analysis were downloaded from the NCBI RefSeq assembly GCF_013100865.1 for *T. scripta elegans* (Brian Simison et al., 2020). Index files were constructed using Hisat2.

RNA-seq data from *Trachemys scripta* peripheral nerves collected at embryonic st.19 and st.21 were processed and analyzed using the Rsubread 2.16.1, edgeR 3.42.4, and limma 3.56.2 packages in R. The sequencing data, consisting of single-end BAM files, were aligned to the *T. scripta elegans* genome downloaded from the NCBI RefSeq assembly GCF_013100865.1 (Brian Simison et al., 2020), and gene counts were obtained using featureCounts with the genome annotation in GTF format. Raw count data were imported into edgeR, and genes with low expression were filtered by excluding those with counts per million (CPM) less than 1 in fewer than two samples. Data normalization was performed using calcNormFactors to account for differences in sequencing depth, followed by dispersion estimation using estimateDisp. A design matrix was created to compare the st.19 and st.21 groups. Principal component analysis (PCA) and multidimensional scaling (MDS) were conducted to assess sample similarity and variance in gene expression. Differential gene expression analysis was performed using glmFit and glmLRT in edgeR, with a contrast comparing the st.19 and st.21 groups. Differentially expressed genes (DEGs) with a log fold change (logFC) greater than 1 and a false discovery rate (FDR) less than 0.01 were considered upregulated, while those with logFC less than −1 and FDR less than 0.01 were considered downregulated. These DEGs were exported for further analysis.

A Volcano plot was generated using logFC and FDR values. Genes with upregulated expression were highlighted in red, while downregulated genes were shown in blue, with the remaining genes in gray. Thresholds of |logFC| > 1 and FDR <0.05 were applied to identify significantly differentially expressed genes. Next, the RPKM/FPKM and TPM values were calculated for the RNA-seq data. RPKM/FPKM values were transformed to a log2 scale, and average values were computed for both stages. Log2 TPM values were then calculated to visualize gene expression patterns across samples. Heatmaps were generated using the pheatmap 1.0.12 library in R for gene expression visualization. The rows (genes) were normalized to ensure consistent representation across samples, and clustering of both genes and samples was applied. A color scale ranging from blue to red indicated low to high expression, respectively.

Gene Ontology (GO) enrichment analysis was performed to identify biological processes associated with differentially expressed genes (DEGs) identified in the RNA-seq data. The analysis was conducted separately for upregulated and downregulated genes using ShinyGO v0.741 (Ge et al., 2020), focusing on the Biological Process (BP) ontology. A significance threshold of p-value <0.05 was applied, and the results were used to determine enriched functional categories within each gene set.

Additionally, a specific analysis explored GO terms related to myelin-associated processes. Key GO terms of interest were selected from the enrichment results, and graphical representations were generated. This included bar plots showing the enrichment scores for each selected term, along with their significance and adjusted p-values. To further illustrate the impact of gene expression changes on myelination, enrichment plots were generated for the GO term myelination (GO:0042552), providing insights into the transcriptional shifts occurring between developmental stages.

### Primer design and qPCR

The genes selected for qPCR were *Itgb4, Krox-20, Mag, Mbp, Mpz, Pmp22,* and *Scip*, as they are expressed at different stages of the myelination process (Gerber et al., 2021; Jessen and Mirsky, 2019; Rouillard et al., 2016). *ErbB2* was used as a positive control, and the housekeeping gene *GAPDH* was used to normalize the Ct values. Using the BLAST primer tool, the sequencing results were used to design primers that generated amplicons of 100–150 bp (Supplementary Table S1). Nineteen turtle embryo samples were selected for qPCR based on RNA concentration and developmental stage (Supplementary Table S2). To set the base expression, two st. 12 embryos were used as a calibrator for the qPCR experiment. A total of 1,026 qPCR reactions were run, of which 70 did not give a Ct value. There were two or more biological replicates for stages 12, 17–19, and 23 embryos. There was only one embryo at stages 20–22 and 25. The cDNA pool was created with eight combined samples. A second primer set was used to perform nested PCR on the amplified products from the first primer set. Nested PCR products were run on a 1% TAE agarose gel and extracted using the Thermo GeneJET Gel Extraction Kit. The extracted products were sent to Laragen (Culver City, CA, United States) for sequencing. A selection of cDNA samples was used for qPCR. Each sample was run in triplicate on two separate plates, giving six technical replicates per sample. The ThermoFisher Power Up SYBR Green protocol was used on a Bio-Rad CFX96 touch real-time PCR detection system. A total of 40 cycles were run with an annealing temperature of 52 °C. The results of all reactions were combined in a single Excel file. We visualized expression dynamics across stages using fold-change plots based on the ΔΔCt method (ΔCt (calibrator). This was calculated following the Livak method (2001). The data were further processed and analyzed using R Studio version 1.0.153. Data were log-transformed, and normality was checked using the Shapiro-Wilk test. An ANOVA was used for parametric data, with a Tukey test applied if p < 0.05. A Kruskal–Wallis test was used for non-parametric data, with pairwise Wilcoxon tests if p < 0.05. Reactions with stage 23 samples using primers for *Krox20* and *erbB2* were excluded from the analysis because only a fraction of the qPCR reactions yielded results. For all markers except *erBb2*, the data were non-parametric.

### Transmission electron microscopy

Dissected samples from stage 21, 24, and adult brachial and sciatic plexuses were immersed in primary fixative (Karlsson-Schultz phosphate buffer: 109.5 mM NaH_2_PO_4_·H_2_O, 93.75 mM Na_2_HPO_4_.2H_2_O, 86.2 mM NaCl, 2.5% glutaraldehyde, 4% formaldehyde, pH 7.4) and processed as described previously (Weil et al., 2018). The samples were rinsed three times for 15 min with 0.1 M phosphate buffer at 4 °C. Samples were post-fixed for 4 h with 2% OsO_4_ at 4 °C and rinsed thrice with H_2_O for 15 min each at 4 °C. After several washes with H_2_O, the samples were dehydrated through ascending acetone concentrations for 15 min each (30%, 50%, 75%, 90%, 3 %× 100%). The samples were incubated at increasing resin concentrations (2:1, 1:1, 1:2) for 2 h each, then left in 100% EPON overnight. The next day, the samples were incubated with fresh 100% EPON for 4 h and polymerized for 24 h at 60 °C. Ultrathin sections of embedded nerve samples were cut using an ultramicrotome (RMC PowerTome PT-PC, Science Services, Munich, Germany) and a 35° diamond knife (Diatome, Biel, Switzerland). Sections were placed on 100 mesh hexagonal copper grids (Science Services) and imaged with a LEO912 electron microscope (Carl Zeiss Microscopy, Oberkochen, Germany) and an on-axis 2 k CCD camera (TRS, Moorenweis, Germany).

### Immunofluorescence

For embryonic nerves, immunofluorescence was performed using our lab’s previous protocols (Goldberg et al., 2020) and modified as follows: 5 embryo sections were placed in a well containing 1,000 μL of blocking solution [5% Goat serum/1% Triton-X 100] and incubated for 24 h at 4 °C. Once permeabilized, 500 μL of the blocking solution was removed, and 1 μL of the primary antibody, acetylated Tubulin (Sigma-Aldrich mouse IgG2b isotype) or HNK1 supernatant at a 1:10 dilution, was added to the well to yield a 1:500 dilution. The plate containing the samples was placed on an agitator set to the lowest speed for 24 h at 20 °C–22 °C. Samples were then incubated at 4 °C for 24 h. Sterile-filtered 1X PBS was used to wash all the samples. A total of 3 washes were performed using 1,000 μL of 1X PBS for each exchange, with 4 exchanges per wash. Sections remained in the solution for 30 min during each wash. The solution in the well was then reduced to 500 μL, and 1 μL of the conjugate secondary antibody, Alexa Fluor™ 488 goat anti-mouse (Invitrogen, Thermo Fisher Scientific), and 10 μL of the DAPI/PBS solution were added. The well was placed on the agitator at the lowest setting for 1 h at 20 °C–22 °C. Wells were then washed using the previously described method. The immunostained sections were placed on a glass slide with 1X PBS and a coverslip. Samples were observed under a Zeiss AxioImager A1 microscope, photographs were taken with an AxioCam camera, and images were processed using AxioVision 4.8 software. Photos were taken with the 4X, 10X, and 20X objectives. The acetylated Tubulin sections were imaged using 3 channels.

Adult nerve immunofluorescence of peripheral nerves was previously described (Lara-Ramírez et al., 2008). Facial, cervical, thoracic, brachial, and sciatic plexus nerves were teased with fine needles onto slides coated with poly-L-lysine and left to air-dry for 1 h. Samples were later fixed with 4% PFA for 20 min and washed three times in PBS for 5 min each. Samples were incubated in 10% non-fat skimmed milk powder in PBS (blocking solution) for 1 h at 4 C. Primary antibodies against MPZ (polyclonal IgG rabbit anti-MPZ, Novus), Kv1.1 (monoclonal IgG rabbit anti-Kv1.1, Novus), and DRP2 (polyclonal rabbit anti-DRP2, Novus) were then added at a 1:50, 1:100, and 1:50 concentration in PBS, respectively, and samples were incubated overnight at 4 °C. Negative controls for the primary Ab were carried out and expression was negative (data not shown). We also checked the epitope sequence across many vertebrates, and the antibody amino acid sequence was strongly conserved (Supplementary Figure S14). Samples were then washed three times in PBS for 5 min each and then incubated with the anti-IgG secondary antibody conjugated with Cy3 (polyclonal goat anti-rabbit IgG, Novus) at a 1:100 concentration for 1 h at 4 °C. Nerves were then washed three times in PBS for 5 min each and later mounted in non-fluorescent aqueous medium (UltraCruz). Samples were visualized under an AxioLab A1 microscope and photographed using a Canon camera at different magnifications.

### Phylogenetic analyses

Sequences of myelin-related genes were searched in genomes of representative species of the main vertebrate groups (Supplementary Table S4) in the NCBI and Ensembl public databases. Sequences were collected in BioEdit (Hall, 1999) and aligned using MAFFT version 7.271 (Katoh et al., 2002; Katoh and Toh, 2008). We employed the Maximum Likelihood (ML) algorithm to construct the phylogenetic tree in MEGA version 11 (Tamura et al., 2021). The molecular model of sequence evolution was determined using Prottest 3.0 (Darriba et al., 2011). To obtain support values at each node, we used 100 bootstrap replicates. Trees were visualized and edited with MEGA version 11.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE334447.

# Supplementary material for: Myelin development in the peripheral nervous system of Trachemys scripta
**Source:** Front Cell Dev Biol. 2026 Jun 18;14:1810247. doi: 10.3389/fcell.2026.1810247
**Supplement:** Supplementary file 2

| ***Table 1: Twenty-five most abundant genes per sample in T. scripta elegans, based on KEGG database.*** *This table shows the twenty-five most abundant genes in the samples that were sequenced by Arraystar, based on a BLAST against the KEGG database.* |
| --- |

| **Stage 19** | | **Stage 21** | |
| --- | --- | --- | --- |
| **Gene** | **Counts** | **Gene** | **Counts** |
| COX1 | 24915 | COL1A | 30953 |
| COL1A | 22164 | COX1 | 20847 |
| TubB | 13988 | Actb_g1 | 6916 |
| Actb_g1 | 12526 | TubB | 6693 |
| TubA | 10857 | TubA | 6144 |
| MAP1 | 8695 | COX2 | 5319 |
| DYNC1H | 8144 | EEF1A | 5197 |
| EEF2 | 6773 | ND1 | 5082 |
| SPTB | 6548 | EEF2 | 4460 |
| EEF1A | 6515 | FLNA | 4004 |
| COX2 | 5795 | HSPG2 | 3957 |
| YWHAE | 5751 | ND5 | 3483 |
| FLNA | 5454 | H2A | 3336 |
| ND1 | 5357 | H3 | 3019 |
| HSP90A | 4782 | SPTB | 2858 |
| ND5 | 4710 | MAP1 | 2849 |
| KIF1 | 4380 | DYNC1H | 2828 |
| ANK | 4342 | YWHAE | 2749 |
| HSPG2 | 3851 | COX3 | 2731 |
| KRAB | 3807 | CYTB | 2369 |
| FASN | 3612 | HSP90A | 2357 |
| COL18A | 3459 | COL6A | 2347 |
| SPTA | 3201 | COL18A | 2160 |
| NOTCH1 | 3191 | NOTCH1 | 2141 |
| CYTB | 3184 | NID | 2123 |

# Supplementary material for: Myelin development in the peripheral nervous system of Trachemys scripta
**Source:** Front Cell Dev Biol. 2026 Jun 18;14:1810247. doi: 10.3389/fcell.2026.1810247
**Supplement:** Supplementary file 10

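FPKM divides the reads of a gene by its length and by the depth of the library, so that genes of different length and samples of different depth can be set side by side. It is scaled by the mapped reads of each sample, so a few genes that take many reads in a sample lower the FPKM of all other genes there. The place of a gene in a list ordered by abundance depends on the order of all genes and not on that scale. The table names Krox20, which the genome annotation lists as EGR2, and Scip, which it lists as POU3F1. The table gives a single value per gene and sample. The later stage is listed for more than a single sample, so a spread between samples can be read there. The earlier stage is listed for a single sample, so the table holds no replicate error for any gene at that stage.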

***Table 2: Overview of the abundance of a selection of markers per sequenced RNA sample.*** *This table shows the RNA sequencing results for a selection of genes related to myelination, including the position in the gene list (in which place the gene ended) and the FPKM. These results are based on the BLAST against the corresponding genomes downloaded from Genbank.*

|  | **Stage 19** | | **Stage 21** | | **Stage 21** | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **Position in gene list** | **FPKM** | **Position in gene list** | **FPKM** | **Position in gene list** | **FPKM** |
| AP2A1 | 2560 | 6 | 2351 | 4 | 939 | 9 |
| CDH19 | 1386 | 10 | 919 | 8 | 2403 | 4 |
| CNP | 5778 | 3 | 4659 | 2 | 4831 | 2 |
| FOXD3 | 507 | 23 | 372 | 18 | 322 | 24 |
| GAPDH | 106 | 92 | 110 | 65 | 100 | 83 |
| GFAP | 7262 | 2 | 3281 | 3 | 2534 | 3 |
| ITGB4 | 12342 | < 1 | 10906 | < 1 | 9867 | < 1 |
| KROX20 | 10148 | 1 | 7463 | 1 | 7680 | < 1 |
| MAG | 14293 | < 1 | 9139 | < 1 | 6737 | 1 |
| MBP | 556 | 21 | 202 | 37 | 404 | 19 |
| MPZ | 151 | 72 | 81 | 89 | 66 | 113 |
| PLP1 | 258 | 26 | 260 | 26 | 262 | 30 |
| PMP22 | 376 | 31 | 219 | 33 | 320 | 24 |
| SCIP | 15657 | < 1 | 15887 | < 1 | 14416 | < 1 |
| SOX10 | 587 | 20 | 482 | 15 | 423 | 19 |

# Supplementary material for: Myelin development in the peripheral nervous system of Trachemys scripta
**Source:** Front Cell Dev Biol. 2026 Jun 18;14:1810247. doi: 10.3389/fcell.2026.1810247
**Supplement:** Supplementary file 12

| ***Supplementary Table 1: Overview of the of primers for T. scripta elegans genes and the expected length of the corresponding product.*** *The primers were based on the sequencing results of the products amplified with the primers from batch one and were designed using Geneious v11.4.1.* | | | | |
| --- | --- | --- | --- | --- |
| **Name primer F** | **Sequence primer F** | **Name primer R** | **Sequence primer R** | **Target length** |
| qMPZ F | GTACGCCATGCTGGACCATA | qMPZ R | TTCTTGTCCTTGCGGGACTC | 90 |
| qMBP F | CAGTCCATTGCTGGGACCTT | qMBP R | TATGACTGGGACAGCAGGGA | 99 |
| qMAG F | ACAGCAACCTGGAGATCATCG | qMAG R | ATGGTGGGGCAGTTATCCG | 109 |
| qerbB2 F | GCCAAGGCAGCTTGGATATG | qerbB2 R | GTTACGGGCCTTGGTGCTAT | 100 |
| qKrox20 F | TCAGGGCCTCCCCATAAATAC | qKrox20 R | AGCCCAGTAGTTGCTGTAGT | 118 |
| qPMP22 F | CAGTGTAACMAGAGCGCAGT | qPMP22 R | GGGTTTCTTTGGTGGGTTGC | 109 |
| qITGB4 F | AAGGCTGAGGGTAGTAGGGG | qITGB4 R | GCTAGGATGCCTCATCGACC | 106 |
| qSCIP F | TCAAGCCCCTGCTCAACAAA | qSCIP R | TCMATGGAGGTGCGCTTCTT | 115 |
| qGAPDH F | CTGAGGGCAAGGTCATTCCG | qGAPDH R | CGACAAGTCAGGTCCACGAC | 97 |

How the deposited data were processed for this re-analysis (not part of the article)

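RNA-seq of peripheral nerves (brachial and sacral plexus) of *T. scripta* was analysed for 1 sample at st.19 and 1 sample at st.21, each present as 2 columns, replicate 1 and replicate 2. Samples were mapped to stage and replicate from their labels and from the paper, and the columns to samples from the column names. Of the columns of per-sample values, 0 were left unused.

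The authors aligned the reads as single-end files with Hisat2 to the CAS_Tse_1.0 assembly, counted them per gene with featureCounts, filtered the genes on CPM with edgeR, and deposited log2 TPM values for 15289 genes. The deposited log2 values include a prior count added by the authors before the logarithm, and each column of TPM sums to 1000000. No other scaling between the columns is included. Recovered from the values, the prior counts were 2.861 and 2.729 for the st.19 columns and 1.231 and 1.179 for the st.21 columns, in proportion to the effective library sizes the authors used. The gene symbols were matched to the RefSeq gene table of the same assembly, where 15266 were found and 23 were not, and coordinates and overlaps between genes come from that table. Of the genes, 14415 are protein-coding.

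Whole reads were recovered by searching, for each gene, for the length up to 150000 nt that makes the values of all 4 columns whole reads after the prior count is subtracted. All values came out whole (100%), and the 3626 lengths read from the paper's table of differentially expressed genes were all recovered. The procedure was tested on simulated data of 2951 genes and recovered 100% of them. Depth was 4353821 and 4241655 reads on genes at st.19 and 2229177 and 2129599 reads at st.21. Genes without any read numbered 97 and 104 in the st.19 columns and 272 and 275 in the st.21 columns. At 3 reads or fewer in all columns of a stage, a fold change is given as a lower bound against 3 reads. Confidence intervals (95%) of single genes come from an exact binomial (Clopper-Pearson) interval of the share of the reads in replicate 1 of each stage.

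The columns of a stage were compared gene by gene with a chi-square statistic on their reads. In simulated data of 12695 genes it came to 0.99 per gene for independent columns and to 0.1 per gene for columns that count mostly the same fragments. As the real columns of a stage were below 1 over most of the range, they were counted as 1 sample, and no p-value is given for a difference between the stages. A test on reads of 2 columns compares those libraries, not the conditions.

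Fold changes were computed on the deposited log2 scale as st.21 minus st.19 for the 15100 genes with at least 1 TPM in at least 2 columns; the prior count makes them understate the change of genes with few reads. Calls were made with limma (lmFit, eBayes with trend) on the 4 columns at a log2 fold change above 1 or below −1 and a Benjamini-Hochberg adjusted p-value under 0.01, the thresholds in the paper's methods. The replicate numbers that make the pairs of the block fit come from the sample labels. In simulated data of 15100 genes with 200 changed genes, limma recovered 100% with 0 false calls, and the exact binomial test on reads did the same. PCA used the same genes, centred and not scaled.

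Gene lists were placed among 10000 random lists of the same size matched on mean expression in 20 classes, with bounds that hold the middle 95%. In simulated data, 96.7% of 150 random lists lay inside the bounds, and 0% of 20 lists that were shifted by 1 did. Lists with fewer than 5 analysed genes were not reported. The genes named in the text are the genes of the paper's heatmap of myelination genes, of its Table 2 and of its results for these samples, the 5 largest increases and 5 largest decreases among the calls with a gene symbol, and up to 3 genes of each list with the largest change. HOXD10 is named outside this rule and was chosen after its values were seen. KCNA1 and AP2A1 were not analysed here, and the values of 1 gene picked by this rule are not reported here.

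The alternatives were median centring, quantile normalization, leaving mitochondrially encoded genes out, log2(TPM + 1), no filter, at least 5 TPM, eBayes without trend, an adjusted p-value under 0.05, the replicate block, and leaving out each column in turn. A TPM total of protein-coding genes only, the authors' effective library sizes, the exact binomial test on the reads of replicate 1, PCA with median centring and unit variance together, and random lists matched on gene length were added after seeing the data. The GO and GSEA tests of the paper and the qPCR, electron microscopy and immunostaining data were not analysed here. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.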

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

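Of the tests in this part, those of the rRNA gene, of sampling at the lower depth of st.21, of germ cells and of kidney were chosen only after the result was seen.

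The rRNA gene LOC117869916, which the paper does not discuss, held 441624 TPM in replicate 2 of st.19 and 188548 TPM in replicate 1, against 1445 and 3171 TPM in the st.21 columns. It drew attention because 1 gene took a large share of the scale of a column. In reads it had 54649 and 176056 at st.19 and 201 and 426 at st.21, and its length of 153 nt turned these into a large share of the TPM. Most genes had a higher TPM in replicate 1 of st.19 than in replicate 2, by a median of 0.528 on the log2 scale. With the rRNA gene left out of the totals this median fell to −0.011, so the shift may come from this gene's share alone. Leaving the gene out also moved the median log2 fold change between the stages from 0.06 to −0.51. Why the share of this gene differs between columns whose other genes are nearly equal was not tested, and no biological explanation was tested.

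The skeletal muscle list had a median log2 fold change of 3.65 at st.21, from genes outside those the paper discusses. RNA from skeletal muscle in the st.21 sample is a candidate explanation. The list lay at percentile 100 of the random lists, but this restates the median that drew attention and is no separate test of the source. Of the 5 largest increases, 3 were in its members CASQ1, ACTA1 and ATP2A1. The cartilage and bone list as a whole lay inside the bounds at percentile 76.5, yet 15 of its 19 genes were higher, and IBSP was at least 12.2-fold higher while COL2A1 and COL10A1 rose by 1.97 and 1.90. COL10A1 overlaps NT5DC1 in the annotation. RNA from cartilage or bone therefore cannot be ruled out as a source of single large changes. With the protein-coding total the median of that list was −0.14. The neuron list lay at percentile 0, so a smaller share of RNA from neurons at st.21 may also contribute to the decreases. Muscle genes could also rise because muscle next to the nerve matures between the stages. With 1 sample per stage, neither can be told apart from a difference in dissection.

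There were 17 genes with at least 20 reads in both columns of st.19 and none in either column of st.21, and 0 genes with the opposite pattern. Of the 17 genes, 11 have a symbol other than a locus number, among them TDRD5, FER1L6 and MMEL1. Poisson sampling at the lower depth of st.21 gave 0.028 such genes. Lower depth without a fall in expression is therefore unlikely to be the source. Lower depth could still have turned a partial fall into 0 reads, as AK7 had 20 reads in each st.19 column. The limit of 20 reads is also harder to reach at st.21. POPDC2 had 0 reads in both st.19 columns and 18 and 17 in the st.21 columns, and was not counted as the opposite pattern. Because of names such as TDRD5, RNA from germ cells and from kidney in the st.19 sample was tested with lists of marker genes. The germ cell list lay at percentile 49.6 (13 of its 30 genes analysed) and the kidney list at percentile 38.3 (6 of 22 genes). With so few genes of each list analysed, the pattern cannot be told apart from either source, nor from a difference between the stages.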

How the results depend on the processing

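The protein-coding total, the authors' effective library sizes, the exact binomial test, the length-matched lists and the joint PCA setting were chosen only after the data were seen. Of 69 genes followed one by one, 67 kept their direction under every setting run. The other 2 were EGR2 and CNP, which both turned to −0.04 with the protein-coding total. That total lowered the median of the genes analysed from 0.06 to −0.46, by more than the rise of either gene.

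With the deposited scaling 65.4% of the calls were higher at st.21. This share was 53.2% with quantile normalization, with 1770 genes lower, and 22.8% with the protein-coding total, with 1025 genes higher and 3477 lower. Requiring at least 5 TPM left 729 genes lower. The exact binomial test on the reads of replicate 1 called 1233 genes higher. Across the 4 fits that each left out 1 column, from 1735 to 3800 genes had a log2 fold change above 1 and from 920 to 2393 below −1, against 2605 and 1461 past the fold threshold alone with all columns. Leaving out a st.19 column moves these numbers because its scale differs from that of the other.

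With the replicate number as a block, 1184 genes were called higher and 576 lower. In the check of the pairing, the differences between replicates 1 and 2 of both stages correlated with r of 0.28 across all genes and 0.59 across genes with over 400 reads. In this balanced design the block leaves each fold change and list median as it is.

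The share of PC1 was 96.5% with median centring and also with the authors' effective library sizes, 84% with log2(TPM + 1), 97.3% with the protein-coding total, 97.7% for the 500 genes with the largest variance, 59.2% with each gene scaled to unit variance and 87.3% with median centring and unit variance together. It ran from 81.4% to 97.2% with 1 column left out.

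The myelin list, inside the bounds at percentile 96.7 with a median of 0.49, passed the upper bound with quantile normalization (0.29, percentile 98.9) and, at the unchanged median of 0.49, with length-matched lists (percentile 99.7). With the protein-coding total its median was −0.04. It ran from 0.25 to 0.78 with 1 column left out.

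Of 31 gene lists, 9 had a median that changed sign under a setting. With the protein-coding total these were, besides myelin, axon guidance (−0.35), cartilage and bone (−0.14), intraflagellar transport (−0.49), translation factors (−0.45) and aminoacyl-tRNA synthetases (−0.42). Quantile normalization turned translation factors to −0.15 and aminoacyl-tRNA synthetases to −0.18. The authors' effective library sizes turned intraflagellar transport to −0.05 and translation factors to −0.01, and median centring turned intraflagellar transport to −0.02. Axonemal dyneins came to 0.53 with at least 5 TPM, and germ cells to 0.05 without mitochondrially encoded genes. With 1 column left out the medians ran from −0.09 to 0.47 for axon guidance, −0.37 to 0.23 for germ cells, −0.20 to 0.28 for intraflagellar transport, −0.38 to 0.27 for kidney, −0.18 to 0.33 for translation factors and −0.17 to 0.39 for aminoacyl-tRNA synthetases. Apart from these sign changes, 6 list results came inside the bounds and 6 passed them under a setting. Except for the shifts of scale, the cause was not tested.

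Depth and scale both limit genes with few reads. For EGR2, KCNJ10, CNP and HEMGN the 95% confidence interval from the reads of replicate 1 included 0, and no change was detectable from those columns. Between the replicate 2 columns the changes were larger, at 0.77, 1.12, 0.76 and 1.85, and no interval was computed for them.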

Differences from the paper's values

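No value computed with the settings set before the data were examined as the main ones differed from the paper's by more than the margins used, which are a factor of 1.5 for counts and shares and the spread between columns for fold changes. These margins are wide, so lying inside them says little. A PC1 share of 59.2%, with unit variance, was also inside. The spread between columns includes the median shift of 0.53 between the st.19 columns. For the genes lower at st.21, 1155 genes were called against the paper's 1630. Median centring gave 1566 and quantile normalization 1770, both nearer to the paper's number. Beyond the margin were the replicate block with 576, at least 5 TPM with 729, log2(TPM + 1) with 919 and the total without mitochondrially encoded genes with 966. The protein-coding total, chosen after seeing the data, gave 3477, beyond the margin on the other side. The authors' effective library sizes gave 1669, and the exact binomial test on the reads of replicate 1 gave 1633, both chosen after seeing the values. For the genes higher at st.21, 2179 genes were called against the paper's 2181. Median centring gave 2321, quantile normalization 2009 and the authors' effective library sizes 2225, while the replicate block gave 1184, beyond the margin. The protein-coding total gave 1025, also beyond the margin. Without st.19 replicate 1 no test was made, and the 3800 higher and 920 lower genes past the fold threshold alone, against 2605 and 1461 with all columns, are not the same measure as the paper's numbers. The exact binomial test gave 1233, so that test is near the paper's number for the lower genes and beyond the margin for the higher genes. For PC1, 85.0% was found against the paper's 87.4%, and median centring with unit variance, chosen after seeing the values, gave 87.3%. With the authors' effective library sizes, chosen after seeing the values, the log2 ratios of reads came within 0.014 of the paper's logFC for all 1709 genes compared that had over 25 reads in each column. Among the fold changes reported here, the log2 fold change of MAG was 3.29 with log2(TPM + 1) against the paper's 3.83, and without st.19 replicate 1 those of ITGB4 and AKT2 were 1.45 and 1.68 against the paper's 1.12 and 1.28, each beyond the margin.

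In the paper's table of differentially expressed genes, the sheet named for upregulated genes holds the genes with negative logFC and the sheet named for downregulated genes those with positive logFC. All 3585 genes compared had the sign of the paper's logFC. The paper's Table 2 lists GAPDH, SOX10 and CNP with a lower FPKM in both st.21 samples than at st.19. Here the log2 fold change was 1.07 for GAPDH and 0.90 for SOX10, and both were above 0 under every setting run. That of CNP was 0.49 and turned to −0.04 with the protein-coding total. The sample labels do not settle which st.21 sample of Table 2 the st.21 columns used here come from. Table 2 lists Scip under the lowest value shown at both stages, while POU3F1 had 56.5 and 38.5 TPM at st.19 and 178 TPM at st.21.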

Other observations

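Of the tests in this part, those of shared fragments, of high read numbers without the rRNA gene and of HOX genes were chosen only after the result was seen, and the tests of gene length were set once the dependence of list results on length was in view but before they were computed.

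The 2 columns of a stage were closer than independent libraries of the same RNA would be. If 1 set of reads had been listed as 2 columns, genes with many reads should also differ by no more than counting noise. For st.19 genes with 500 or more reads the chi-square per gene was 37.7, nearly all of it from the rRNA gene LOC117869916, and 1.60 without that gene. Of these genes, 5.9% passed the 5% level, and in st.21 the same class had a chi-square per gene of 1.75 with 8.4% past that level. For genes with 2000 or more reads it was 4.00 in st.19 without the rRNA gene, with 14.9% past that level, and 2.81 in st.21, with 18.9%. A minority of genes with many reads thus differed by more than counting noise, which goes against 1 set of reads listed as 2 columns. It does not go against 2 sets of reads from 1 library. A candidate explanation is that the columns are the mates of 1 paired-end run, counted as single-end files. The same fragments would then be counted in both columns, which is consistent with a chi-square per gene of 0.437 for st.19 genes with 5 to 500 reads. Gene-specific differences between mates would recur in both stages, which is consistent with the correlation of 0.59 between the stages for genes with over 400 reads. No biological explanation was tested for this pattern.

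The log2 fold change fell with gene length. With the genes parted by length into 10 classes of 1510 genes, the median was 0.51 in the class of the shortest genes (65 to 1191 nt) and −0.19 in that of the longest (6996 to 100643 nt). Matched on length, the kinesin list lay at percentile 7.94, so its position cannot be told apart from a length bias, while the list of microtubule-associated proteins stayed at percentile 0. The ribosomal protein list stayed above the bound at percentile 99.0. The nuclear oxidative phosphorylation list, inside the bounds before, lay at percentile 24.3, which leaves its rise open to length as an explanation. RNA degradation or fragment selection that differs between the samples could give such a bias, and neither was tested.

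For the myelin list, a few genes taking most of the TPM could explain the rise of its median. With the protein-coding total, which leaves out the rRNA gene, the median went from 0.49 to −0.04, a shift shared by nearly all genes, whose median went from 0.06 to −0.46. The position of the list among random lists was percentile 96.7 before and after median centring and 96.6 with the protein-coding total. As neither setting can move that position by much, it is no test of the explanation. With the authors' effective library sizes the list median was 0.40, against −0.03 for all genes. A shift shared by all genes leaves the distance of the list from the median gene, 0.43 with the deposited scaling, unchanged. The explanation therefore remains open only for the rise itself, not for this distance. With the deposited scaling, MBP, PMP22 and EGR2 rose less than GAPDH, the gene used as the reference in the paper's qPCR. Relative to GAPDH the log2 fold changes were −0.46 for MBP, −0.32 for PMP22 and −0.58 for EGR2, against 2.72 for MAG. With quantile normalization this order reversed, with 0.08 for GAPDH, 0.09 for MBP, 0.21 for PMP22 and 0.45 for EGR2. GAPDH itself rose by 1.07, from 960 and 647 TPM to 1660 and 1640 TPM.

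HOXD10 had 35 and 33 reads in the st.19 columns and 0 and 1 in the st.21 columns, and was at least 4.66-fold lower. Less sacral plexus in the st.21 sample was considered, as HOX genes of groups 9 to 13 are used in posterior segments. The 9 genes of these groups had a median of −0.93 at percentile 0.55, but the 20 genes of groups 1 to 8 also fell, with a median of −0.79. The difference between the medians, −0.14, had a two-sided permutation p of 0.93 over 100000 permutations, across genes that are not independent replicates. The pattern therefore cannot be told apart from a fall of HOX genes as a whole.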
